A study of Rattus norvegicus with 18 samples. Its data were reported in "RNA sequencing dataset describing transcriptional changes in cervical dorsal root ganglia after bilateral pyramidotomy and forelimb intramuscular gene therapy with an adeno-associated viral vector encoding human neurotrophin-3" (2018).

How the data were processed

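For each rat, the authors combined the ganglia of the injected side into 1 sample and extracted its RNA. Small RNA libraries were made with a NEBNext small RNA kit, with no molecular identifiers stated. Reads were trimmed of adapters and aligned by the authors with Bowtie2 to the rat genome build Rnor_5.0. HTSeq-count then gave the deposited values, which are raw read counts per mature miRNA with no normalization. The versions of these tools and the release of the miRNA annotation are not stated. Genomic positions were not used here, except to find neighbouring miRNA genes in another assembly, as described below.

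The deposited table listed 753 miRNAs and 5 totals of reads given to no miRNA, which were left out of library sizes and tests. All entries together summed to 13.5 ± 1.75 M reads per library (SD, n = 18). Of these, 34.9 ± 1.68% were counted for a miRNA, 3.20% were aligned outside miRNAs, 3.26% were ambiguous, 31.4 ± 1.88% had too low an alignment quality and 27.2 ± 0.66% were not aligned. Alignment quality is low where a read fits several places equally well, so counts of miRNAs with near-identical copies in the genome are uncertain. Reads copied by PCR are not independent molecules, and intervals and limits that rest on counts cover counting error only.

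Samples were grouped by their labels into naive, bPYX+GFP and bPYX+NT3, with 6 rats in each. Pairs of libraries within a group differed by a chi-square per degree of freedom of at least 39.6, so no library was treated as a copy of another. The tested miRNAs had more than 10 counts in at least 6 of the 18 libraries. Each comparison was fitted on the 12 libraries of its 2 groups with edgeR 4.0.16 in R 4.3.3, using TMM scaling and the quasi-likelihood F test, and p-values were adjusted by the Benjamini-Hochberg method over 373 miRNAs. CPM values are counts per M after TMM scaling. Counts of the X-linked cluster and of miRNAs associated with testis, which include miRNAs below the detection filter, are given per M of the library total without TMM scaling. The SE of a log2 fold change was taken from its F statistic. Unadjusted p under 0.05, the criterion of the study, was used for the categories of change. A miRNA changed back where it had opposite calls after injury and with NT3 against GFP. It differed from naive in both injured groups where it had calls of the same direction in both comparisons with naive and none between the injured groups. It changed with NT3 only where it had calls of the same direction against both other groups and none after injury. The conditions on bPYX+NT3 against naive are stricter than those in the study. Naive replicate 1, which the study left out as an outlier, was kept here and left out as an alternative.

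The groups, tests, the rule for named miRNAs and the alternatives were chosen before the data were examined, with the exceptions given here. For each comparison the named miRNAs were those with an adjusted p under 0.05, at most 6 and by smallest p, or the 3 of smallest p where fewer than 3 passed. For each category they were all members, or the 10 whose larger p of the 2 calls was smallest where there were more than 10.

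The tests were checked on counts simulated from the means, dispersions and library sizes of the data, with 200 of 373 miRNAs changed. At a true log2 fold change of 0.32, 32.5% of the changed miRNAs had an adjusted p under 0.05, with 4 false calls. At a true fold change of 1.5, 85.5% of the changed miRNAs had an adjusted p under 0.05, with 9 false calls; at a fold change of 2 it was 95%, with 2 false calls. Because the comparisons share libraries, the numbers in each category and the correlation of fold changes were set against 200 simulations in which no group differed and 200 in which the injured groups shared a mean. These simulations treat miRNAs as independent. Totals were compared by exact permutation over 924 splits.

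The alternatives were size factors by median of ratios, library size only, no detection filter, a filter of more than 100 counts, the edgeR likelihood ratio test, the DESeq2 1.42.0 Wald test, a robust prior, a fit of all 3 groups together, the replicate number as a block, and leaving out the least correlated naive library or each library in turn. Leaving out miR-741-3p, the use of Spearman correlation and dropping the condition against naive in the second category were added after seeing the data. Neighbouring miRNA genes were taken by name from the RefSeq annotation of assembly GRCr8, which is not the build of the deposited counts, and none of its coordinates are given. A list of 6 miRNAs associated with testis was written from general knowledge after the counts had been seen.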

Results

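Small RNA was sequenced from dorsal root ganglia (DRG), the clusters of sensory neuron cell bodies beside the spinal cord, taken at cervical levels 6 to 8 of 18 adult rats. Naive rats had no surgery. In the bPYX rats both corticospinal tracts had been cut in the medullary pyramids, and forelimb flexor muscles had been injected with an adeno-associated viral vector that carried either green fluorescent protein (bPYX+GFP) or human neurotrophin-3 (bPYX+NT3). Ganglia of the injured rats were collected 10 weeks after injury. Each group held 6 rats, and each rat gave 1 library.

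The values were counts of reads per mature microRNA (miRNA), a short RNA that represses the translation of messenger RNAs. Counts given to miRNAs were 4.70 ± 0.66 M per library (SD, n = 18; M is the SI prefix mega), with a range from 3.88 to 6.92 M. Of the 753 miRNAs listed, 572 had at least 1 count and 373 had more than 10 counts in at least 6 libraries; these 373 were tested. miR-99a-5p took 20.7 ± 2.06% of all miRNA counts and miR-10a-5p took 16.6 ± 1.44% (SD, n = 18). The 5 most abundant miRNAs together took 53.5 ± 2.18%.

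Total miRNA counts did not differ between groups. The mean of the bPYX+GFP libraries was 0.148 M above that of the naive libraries (two-sided exact permutation test, p = 0.894, 924 splits). The sign of this difference rested on bPYX+GFP replicate 3, at 6.92 M. The other bPYX+GFP libraries, from 4.37 to 4.66 M, all lay below the naive mean of 4.77 M. The bPYX+NT3 mean was lower by a margin that was also within the spread between rats, both against bPYX+GFP (exact permutation p = 0.316) and against naive (exact permutation p = 0.171). At 4.41 M, the bPYX+NT3 mean lay within the range of the bPYX+GFP libraries other than replicate 3. Over the 12 such tests of totals and read shares, every Benjamini-Hochberg adjusted p was 0.946.

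The comparison of bPYX+GFP with naive rats asked which miRNAs differed in cervical DRG after corticospinal tract injury. The bPYX+GFP rats also had the surgery itself and an injection of the GFP vector, which naive rats did not. No group of the design separates these from the tract injury. The words "after injury" in this text therefore name this comparison and not a cause. With edgeR's quasi-likelihood test, 9 of 373 miRNAs had a Benjamini-Hochberg adjusted p under 0.05, 4 of them higher and 5 lower in bPYX+GFP. At an unadjusted p under 0.05 there were 79 miRNAs, 40 higher and 39 lower, where 18.65 would pass by chance if nothing differed. Of the settings tried, the DESeq2 Wald test moved the first count most, to 23, and these included all 9. The count also rested on single libraries. It was 20 without naive replicate 2, 3 without naive replicate 4 or without bPYX+GFP replicate 1, 4 without naive replicate 3 or without bPYX+GFP replicate 5, and 5 without bPYX+GFP replicate 4. The 12 libraries of the 2 groups did not overlap for 15 miRNAs, where 0.807 would be separated by chance (0.216% of miRNAs).

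The change of smallest p was in miR-379-3p. Its level rose from 37.6 ± 6.11 counts per M (CPM) in naive to 71.9 ± 12.9 CPM in bPYX+GFP rats (SD, n = 6 per group), a log2 fold change of 0.94 ± 0.13 (SE; edgeR adjusted p = 0.00155), and all 6 bPYX+GFP libraries lay above the highest naive library. miR-379-5p, from the other arm of the same precursor, did not differ (log2 fold change 0.02 ± 0.10; edgeR adjusted p = 0.951; higher in 4 of 6 libraries). miR-30e-3p was higher in bPYX+GFP, at 419 ± 28.2 against 305 ± 29.2 CPM (log2 fold change 0.46 ± 0.08; edgeR adjusted p = 0.0046), again without overlap between the groups.

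Both arms of the miR-146b precursor were lower after injury. miR-146b-5p fell from 9079 ± 1798 to 6296 ± 693 CPM (log2 fold change -0.53 ± 0.12; edgeR adjusted p = 0.0282), and all 6 bPYX+GFP libraries were below the naive mean. miR-146b-3p fell from 13.3 ± 1.61 to 8.18 ± 1.15 CPM (log2 fold change -0.70 ± 0.13; edgeR adjusted p = 0.00646), on counts of 30 to 71 per library. miR-381-3p (log2 fold change -0.35 ± 0.07; edgeR adjusted p = 0.0218) and miR-361-3p (-0.32 ± 0.07; edgeR adjusted p = 0.0315) were lower in 6 of 6 bPYX+GFP libraries. In fits that each left out 1 library, the adjusted p of miR-379-3p, miR-30e-3p and miR-146b-3p stayed under 0.05. For miR-381-3p it rose past 0.05 without naive replicate 4 or without bPYX+GFP replicate 1. For miR-146b-5p it did so without naive replicate 3 or 4 or bPYX+GFP replicate 1, 2, 5 or 6, and for miR-361-3p without naive replicate 1, 3 or 4 or bPYX+GFP replicate 1, 2, 4 or 5. Over all alternatives the edgeR or DESeq2 adjusted p ranged from 0.00248 to 0.0602 for miR-381-3p, from 0.00185 to 0.0828 for miR-146b-5p and from 0.00584 to 0.0828 for miR-361-3p.

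**Figure D1:**
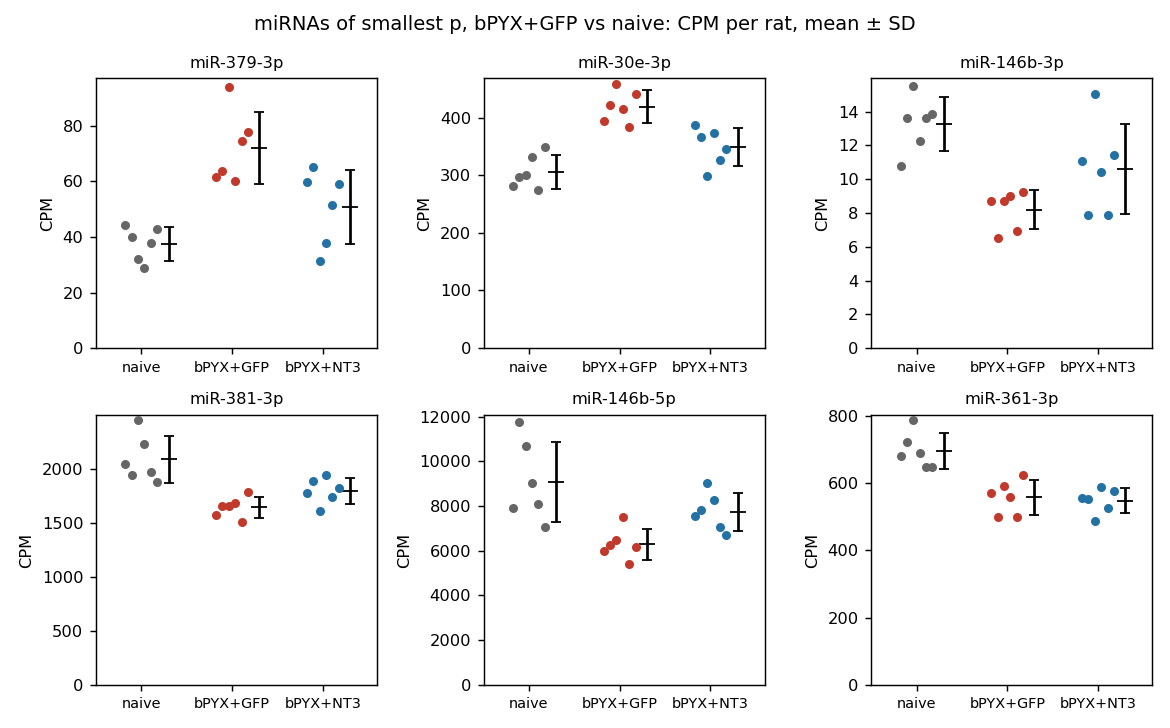
Level of the 6 miRNAs of smallest p in bPYX+GFP against naive rats. The y axis is CPM from 0, each point is a rat, and the bar beside the points is the mean ± SD of the 6 rats in the group. The bPYX+GFP points of miR-379-3p, between 60.2 and 93.8 CPM, all lie above the naive points, of which the highest is 44.4 CPM.

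The comparison of bPYX+NT3 with bPYX+GFP rats asked which miRNAs differed with neurotrophin-3 among injured rats. No miRNA had an adjusted p under 0.05; the smallest edgeR adjusted p was 0.217. At an unadjusted p under 0.05 there were 32 miRNAs, 19 higher and 13 lower with NT3, against 18.65 by chance. The median absolute log2 fold change of these 32 was 0.34. In counts simulated for bPYX+GFP against naive, with 200 of the 373 miRNAs changed by 0.32 on the log2 scale, 32.5% of the changed miRNAs passed the adjusted p. The adjustment is stricter where fewer miRNAs change, so this share cannot be carried over to NT3 against GFP. This count of 32 was 54 without a detection filter, of which 29 were among the 32, and 54 without bPYX+NT3 replicate 4. The groups did not overlap for 0 of the 373 miRNAs.

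The 3 miRNAs of smallest p were miR-455-3p, miR-193a-3p and miR-146b-5p, each with an edgeR adjusted p of 0.217. miR-455-3p was 170 ± 21.5 CPM in bPYX+NT3 and 211 ± 11.3 CPM in bPYX+GFP rats (log2 fold change -0.31 ± 0.09), lower in 6 of 6 libraries. miR-146b-5p was 7739 ± 840 CPM with NT3, above the bPYX+GFP mean in 6 of 6 libraries (log2 fold change 0.31 ± 0.09). miR-193a-3p averaged 10.2 ± 9.10 CPM with NT3 against 3.14 ± 0.73 CPM with GFP (log2 fold change 1.72 ± 0.49). In single rats, bPYX+NT3 replicate 3 had 118 counts and replicate 5 had 94, while the other NT3 libraries had between 13 and 23 and the bPYX+GFP libraries between 10 and 22.

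The comparison of bPYX+NT3 with naive rats asked which miRNAs still differed from uninjured animals. No miRNA had an edgeR adjusted p under 0.05 (smallest 0.0885), and 51 had an unadjusted p under 0.05, 27 higher and 24 lower, against 18.65 by chance. The unadjusted count fell to 32 without bPYX+NT3 replicate 3. With library sizes alone in place of TMM scaling it was 54, of which 41 were higher. The groups did not overlap for 5 miRNAs, where chance gives 0.807.

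miR-361-3p had the smallest p, at 548 ± 36.8 CPM in bPYX+NT3 against 697 ± 52.6 CPM in naive rats (log2 fold change -0.35 ± 0.07; edgeR adjusted p = 0.0885), with no overlap. Its adjusted p ranged from 0.000623 to 0.288 over the alternatives tried and was under 0.05 in 3 settings that used all libraries and without bPYX+NT3 replicate 4 (0.0403). miR-301a-5p was 18.4 ± 2.19 against 24.8 ± 2.02 CPM (log2 fold change -0.43 ± 0.11; edgeR adjusted p = 0.177), also without overlap. miR-324-3p was 7.84 ± 1.64 against 5.08 ± 0.67 CPM (log2 fold change 0.62 ± 0.17; edgeR adjusted p = 0.191), higher in 5 of 6 libraries. The edgeR adjusted p of miR-301a-5p was 0.0403 without bPYX+NT3 replicate 4 (range over the alternatives 0.0403 to 0.415), and that of miR-324-3p was 0.0362 without bPYX+NT3 replicate 1 (range 0.0362 to 0.415).

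The fold change of largest size in this comparison came from unequal libraries. miR-741-3p, chosen after its values were seen, had a log2 fold change of -4.69 ± 1.48 (edgeR adjusted p = 0.191), and 6 of 6 bPYX+NT3 libraries were below the naive mean. That mean was set by a single rat. Naive replicate 1 had 2517 counts of it, bPYX+GFP replicate 4 had 418 and bPYX+NT3 replicate 5 had 66, while every other library had between 2 and 31.

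**Figure D2:**
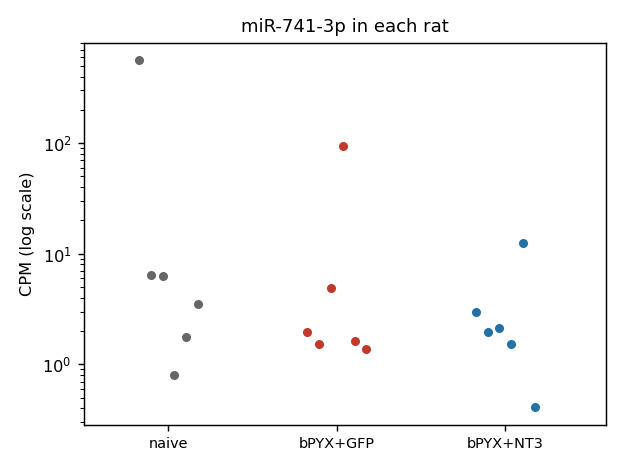
Level of miR-741-3p in each of the 18 rats. The y axis is CPM on a log scale and each point is a rat, in replicate order within its group. Naive replicate 1, at 564 CPM, stands above the other naive rats, of which the highest is 6.44 CPM.

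The study sorted RNAs by whether a change after injury was reversed with NT3. Of the 79 miRNAs with an unadjusted p under 0.05 after injury, 18 also had one in bPYX+NT3 against bPYX+GFP and 61 did not. All 18 miRNAs changed after injury and changed back with NT3, 10 of them higher and 8 lower after injury. Both comparisons use the same bPYX+GFP libraries, which gives opposite changes by itself. In counts simulated with no difference between groups the median of this number was 3, and with the injured groups sharing a mean it was 6 (200 simulations each). Of the 61, 22 also had an unadjusted p under 0.05 in bPYX+NT3 against naive with the same direction, 8 higher and 14 lower, and so differed from naive in both injured groups. For this number the respective simulations gave medians of 4 and 41. The setting with a shared mean took the observed means as true, with the chance differences they contain. It can therefore give too many such calls, and 22 against 41 does not measure an effect of NT3. The other 39 of the 61 had a call only after injury. Another 8 miRNAs differed with NT3 from both other groups and not after injury alone, 7 higher and 1 lower, against medians of 3 and 5 in the respective simulations. That number was 4 without bPYX+NT3 replicate 3 and 17 without bPYX+NT3 replicate 4.

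Among the 10 miRNAs of strongest evidence for changing back, miR-146b-5p, miR-30e-3p and miR-379-3p are given above. The level of miR-379-3p with NT3, 50.8 ± 13.4 CPM, lay between the other groups. This category sets no condition on bPYX+NT3 against naive. There miR-379-3p still had a call (log2 fold change 0.43; edgeR unadjusted p = 0.0247), as did miR-30e-3p (0.19; edgeR unadjusted p = 0.0432). The rest of these 10 had none. miR-148a-3p was 5135 ± 764 CPM in naive, 8189 ± 3214 in bPYX+GFP and 5401 ± 681 in bPYX+NT3 rats, and its log2 fold change after injury fell from 0.67 to 0.44 without bPYX+GFP replicate 3. The others were let-7d-3p, miR-455-3p, miR-30a-3p and miR-672-3p, higher after injury, and miR-145-5p and miR-490-3p, lower after injury. Of the 22 miRNAs that differed from naive in both injured groups, miR-361-3p had the smallest p, followed by miR-370-3p, at 1940 ± 252 CPM in naive, 1508 ± 146 in bPYX+GFP and 1484 ± 244 in bPYX+NT3 rats. The rest of the first 10 were miR-770-5p and miR-496-3p, higher after injury, and miR-676, miR-381-3p, miR-363-5p, miR-32-3p, miR-152-5p and miR-181d-5p, lower after injury. The 8 miRNAs that differed with NT3 only were let-7g-3p, miR-137-3p, miR-193a-3p, miR-205, miR-29a-5p, miR-384-5p and miR-582-5p, which were higher, and miR-301a-5p, which was lower. Some of these calls rested on few rats. miR-137-3p was 591 and 488 CPM in bPYX+NT3 replicates 3 and 5, and at most 363 CPM in the other NT3 libraries. Without bPYX+NT3 replicate 3, the edgeR unadjusted p against bPYX+GFP was 0.0913 for miR-137-3p and 0.0799 for let-7g-3p. It was 0.131 for miR-205 without bPYX+NT3 replicate 1 and 0.0984 for miR-301a-5p without bPYX+GFP replicate 6. For the other members both p stayed under 0.05 in every alternative that tested them.

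Across the 373 miRNAs, which are not independent replicates, the log2 fold changes of bPYX+GFP against naive and of bPYX+NT3 against bPYX+GFP had a Pearson correlation of -0.152 and a Spearman correlation of -0.461. The Pearson value depended on naive replicate 1, without which it was -0.538, on bPYX+GFP replicate 4 (-0.479 without it) and on bPYX+NT3 replicate 5 (-0.0355 without it). Without a detection filter it reversed to 0.0129. Simulations with no difference between groups gave a median Pearson correlation of -0.498, and those with the injured groups sharing a mean gave -0.302. A value as low as the observed one came from 200 of 200 and 159 of 200 of them.

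**Figure D3:**
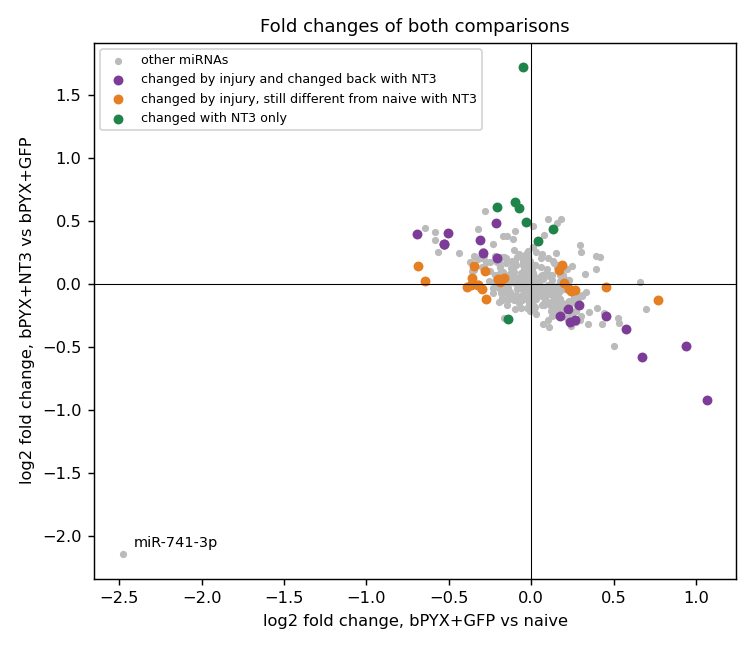
Log2 fold change of bPYX+NT3 against bPYX+GFP (y axis) plotted on that of bPYX+GFP against naive (x axis) for the 373 miRNAs tested. Each point is a miRNA, colours mark the 3 categories, and miR-741-3p at -2.48 and -2.15 lies apart from the others.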

Values the study reported

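The study reported a mean of 13.5 M small RNA reads per sample with an SD of 1.7 M. It gave 96.7% of reads as mapping to target regions and 93.5% as mapping to miRNA features. After its detection filter, 363 small RNAs were retained.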

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

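The tests below of library size, leakage between libraries, testis RNA, reads shared by miR-148a-3p and miR-148b-3p, and a library-wide difference were chosen after the values had been seen, and the measures of these last 2 tests were each replaced once after a first result. In 120 groups of 6 rats, over 40 measures, the highest or lowest rat lay far from the other 5 in 13. By chance about 1 in 20 groups, or 6 here, would show this.

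The counts of a cluster of neighbouring X-linked miRNA genes, and of its member miR-741-3p, gave 6 of these 13 values. miR-741-3p was chosen after its values were seen and is counted again within the cluster. The excess of 13 over the number given by chance therefore decides nothing. The cluster runs from Mir743a to Mir465 in assembly GRCr8 and holds 14 genes. Of its 27 mature miRNAs in the table, 22 had counts and only miR-741-3p passed the detection filter. As a share of the library's own miRNA total, without TMM scaling, cluster counts were 1055 per M in naive replicate 1 (95% Wilson interval 1025 to 1085), or 4613 counts, where the next naive library had 50. They were 192 per M in bPYX+GFP replicate 4 (180 to 205) and 22.5 per M in bPYX+NT3 replicate 5 (18.7 to 27.0), where the next libraries of their groups had 6.94 and 6.75 per M. miR-741-3p alone, with TMM scaling, was 564 CPM in naive replicate 1, 94.2 CPM in bPYX+GFP replicate 4 and 12.6 CPM in bPYX+NT3 replicate 5. More than 3 counts were found for 19 members in naive replicate 1 and for 18 in bPYX+GFP replicate 4. Across the 22 members with counts, the counts of these libraries had a Spearman correlation of 0.844.

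Larger libraries are not the cause, since the best rank by total counts among these 3 libraries was 4 of 18. Leakage from naive replicate 1 into the other libraries at 1 rate is argued against for bPYX+GFP replicate 4, which held 18.6 times the cluster counts of the next bPYX+GFP library; leakage at unequal rates was not tested. RNA of another tissue is a candidate source, as this cluster may be active in testis. Of 6 miRNAs associated with testis, 1 was above every other naive library in naive replicate 1, namely miR-202-5p, and that on 1 count. The most abundant of them, miR-34c-5p, was 161 per M there and at most 184 per M in the other naive rats, without TMM scaling. Of the 6, 4 had counts in most libraries of these ganglia, so a small added share would be hidden, and testis RNA and activity of the cluster in the ganglia of single rats cannot be told apart here. All 3 groups hold 1 raised rat each, so no biological explanation by group was tested.

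Naive replicate 1 had the lowest median Spearman correlation with the other libraries, 0.985. Without the X-linked cluster, of which miR-741-3p was the tested member, the value was 0.993 and no longer the lowest. This is consistent with the cluster reads as the reason for that rank, and the library was the outlying one of its group for 3 of 373 miRNAs.

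bPYX+GFP replicate 3 held the highest total, 6.92 M miRNA counts, where the next bPYX+GFP library had 4.66 M. It also had 14550 CPM of miR-148a-3p (next 8267 CPM), 920 CPM of miR-148b-3p (next 306 CPM) and 810 CPM of miR-30a-3p (next 727 CPM). miR-152-3p, looked at afterwards because it belongs to the same seed family, was 1571 CPM there and at most 990.5 CPM in the other bPYX+GFP rats. A fixed share of miR-148a-3p reads given to miR-148b-3p is argued against as the whole cause. miR-148b-3p was 6.32% of miR-148a-3p in this library and from 3.68 to 4.25% in the other bPYX+GFP libraries. The ratio was thus high for its group, but it lay within the range over all 18 libraries, from 3.51 to 6.79%. The lowest of these is the highest rate such an error could have in every library. The excess of miR-148b-3p over the next bPYX+GFP library was 614 CPM, or 7.13% of the excess of miR-148a-3p over the lowest bPYX+GFP library, 8617 CPM. A library-wide difference may contribute. This library was the outlying one of its group for 16 of 373 miRNAs, more than any other library, of which the next had 10. What made it differ stays open, and no group in the design separates this rat from the others of its group.

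miR-145-5p was 2228 CPM in naive replicate 2, where the next naive rat had 1403 CPM. If the neighbouring miR-143 and miR-145 precursors rose together there, their other arms would too, and all 3 of miR-143-3p, miR-143-5p and miR-145-3p were highest of the naive rats in this library. This suggests a difference in the amount of the whole cluster, from the piece of tissue taken or from the animal, which the data do not separate. Part of the fall of miR-145-5p after injury rests on this rat, since its log2 fold change of -0.50 was -0.34 without it.

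The remaining values were miR-363-5p at 8.52 CPM in naive replicate 3 (next 5.59 CPM) and miR-152-5p at 44.2 CPM in bPYX+GFP replicate 6 (next 34.8 CPM). They are what was left after the other values had been described, so their number cannot be set against the 6 that chance gives over 120 groups. No biological explanation was tested for them.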

How the results depend on the processing

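Across the settings that used all libraries, the number of miRNAs with an adjusted p under 0.05 in bPYX+GFP against naive was 23 with DESeq2, which included all 9; the cause was not tested. It ranged from 3 to 20 in the fits that each left out 1 library. It was 3 without naive replicate 4 or without bPYX+GFP replicate 1 and 20 without naive replicate 2.

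In bPYX+NT3 against bPYX+GFP no setting gave an adjusted p under 0.05. The 32 miRNAs at an unadjusted p became 54 without the detection filter, which adds miRNAs of low counts, and from 24 to 54 across fits that left out 1 library, the highest without bPYX+NT3 replicate 4.

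In bPYX+NT3 against naive, the count past the adjusted p was 1 with the likelihood ratio test, with DESeq2 and with 1 fit of all 3 groups. In each it was miR-361-3p, with adjusted p of 0.0351, 0.000623 and 0.0470 (range over all alternatives 0.000623 to 0.288). Leaving out 1 library gave from 0 to 4 miRNAs. Without bPYX+NT3 replicate 4 these were miR-195-3p, miR-1b, miR-301a-5p and miR-361-3p, and without bPYX+NT3 replicate 1 the 1 call was miR-324-3p. In fits that left out 1 library, the unadjusted count ranged from 32 without bPYX+NT3 replicate 3 to 68 without bPYX+NT3 replicate 4. It was 75 without the detection filter. With library sizes alone 41 of 54 were higher, against 27 of 51 with TMM, and the median log2 fold change moved by 0.07. The balance did not depend on the scaling alone. With TMM kept, the share ranged from 33 of 75 higher without the detection filter to 33 of 47 with more than 100 counts.

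The number that changed with NT3 only was 13 without the filter and 5 with more than 100 counts, where fewer miRNAs were tested, and from 4 without bPYX+NT3 replicate 3 to 17 without bPYX+NT3 replicate 4. The numbers that changed back and that differed from naive in both injured groups stayed within 1.5 times their value of 18 and 22 under the other alternatives, from 12 to 21 and from 16 to 27. With no condition on bPYX+NT3 against naive, chosen after seeing the data, the latter was 61, as fewer calls are then required.

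The correlation of fold changes was the least stable result. It reversed to 0.0129 without the filter and was -0.516 with more than 100 counts, -0.538 without the least correlated naive library, which is naive replicate 1, -0.48 without miR-741-3p and -0.461 as Spearman correlation; these last 2 were chosen after seeing the data. It ranged from -0.538 to -0.0355 across fits that left out 1 library, the highest without bPYX+NT3 replicate 5. It was -0.479 without bPYX+GFP replicate 4. For the other settings the cause was not tested.

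Without naive replicate 1, 6 miRNAs passed the adjusted p in bPYX+GFP against naive, all among the 9. Of the 13 that then changed back, 13 were among the 18.

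The replicate numbers were not treated as pairs in the main fits. Same-numbered libraries had deviations correlated between -0.38 and 0.367, above 0.1 in 6 of 18 pairs. Libraries of different numbers were not correlated for reference, so an order or batch that follows the number is not excluded. With the number as a replicate block the correlation of fold changes was -0.432, and the counts of calls stayed within 1.5 times, at 7 for the adjusted p in bPYX+GFP against naive.

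For the named miRNAs, results were 58 pairs of miRNA and comparison. The threshold was the adjusted p for the 8 pairs past it and the unadjusted p for the other 50. Of 1318 refitted values, 1207 kept their direction and stayed past that threshold. The other 111 kept the direction and lost the threshold, 84 of them in fits that left out 1 library. The tally holds repeats. Leaving out the least correlated naive library is the same fit as leaving out naive replicate 1. For bPYX+NT3 against bPYX+GFP it leaves out no library and repeats the main fit. The pairs were also chosen by their p in these data, so the share that stayed past the threshold is not an independent check. Separately, 31 values of 12 of the 50 pairs came under an adjusted p of 0.05, 20 of them in settings that changed the method or filter and 11 in fits that left out 1 library. In bPYX+GFP against naive the latter were miR-145-5p, miR-32-3p, miR-490-3p, miR-672-3p and miR-676 without naive replicate 2, let-7d-3p and miR-30a-3p without naive replicate 6, and miR-148a-3p without bPYX+GFP replicate 3, with edgeR adjusted p from 0.00854 to 0.0499.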

Other observations

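The tests of the miR-741-3p effect on the correlation, of shared libraries, of precursor arms, of copies in the genome and of the chromosome 6 cluster were chosen after their results or the values behind them had been seen.

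Other splits of the libraries were drawn to see how often they gave as many calls. For bPYX+GFP against naive, 1 of 100 splits of the 12 libraries, the real one, gave 9 or more miRNAs at an adjusted p under 0.05, and 1 of 100 gave 79 or more at an unadjusted p. The next highest counts were 3 and 50. For bPYX+NT3 against naive, 4 of 100 splits gave 51 or more at an unadjusted p, and for bPYX+NT3 against bPYX+GFP 9 of 100 gave 32 or more. The number for NT3 against GFP was within what other groupings of the same injured rats gave, although independent simulations reached 32 in 1 of 200 runs with no difference between groups. For their counts of 0 at an adjusted p the splits tell nothing, since each of the 100 splits has at least 0.

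The same held for the miRNAs that changed back. As many as 18 came from 9 of 100 splits of the 12 injured rats, with a median of 4 over the other splits. Simulations in which the injured groups shared a mean reached 18 in 0 of 200 runs. The simulations treat miRNAs as independent, while the splits keep the relations between miRNAs, so libraries shared by both comparisons and a change with NT3 cannot be told apart for this number. The 8 that changed with NT3 only were reached in 21 of 100 splits of the injured rats. The 22 that differed from naive in both injured groups were reached in 2 of 100 regroupings of all 18 libraries.

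The negative correlation of fold changes may come from the shared bPYX+GFP libraries. In 58 of 100 splits of the injured rats the Pearson correlation was as low as -0.152. For differences of mean log2 CPM without miR-741-3p, the correlation was -0.517 with all 6 bPYX+GFP libraries in both comparisons. When 3 of them were used for each comparison, so that none was shared, its mean over 20 such divisions was -0.175, with a range from -0.39 to 0.0418. With miR-741-3p included, these values were -0.465 and -0.11, with a range from -0.39 to 0.0933. Without miR-741-3p, a mean as low came from 9 of 100 splits of the injured rats and from 0 of 200 simulations of either kind. A reversal by NT3 across all miRNAs is therefore not separated from chance differences between rats in these data. The gap between the Pearson and Spearman values is consistent with the effect of miR-741-3p alone, as the Pearson correlation of the same fold changes without it was -0.484.

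Arms of the same precursor moved with little relation to each other. Over 114 precursors with both arms tested, the log2 fold changes of the 5p and 3p arms had a Pearson correlation of 0.189 in bPYX+GFP against naive (permutation p = 0.0446, adjusted over 3 comparisons 0.134; Spearman 0.0762, permutation p = 0.419). It was 0.115 in bPYX+NT3 against bPYX+GFP (permutation p = 0.224) and 0.0513 in bPYX+NT3 against naive (permutation p = 0.59). Precursors are not independent replicates. miR-146b, with both arms lower after injury, and miR-379, with only the 3p arm higher, show both cases.

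Of the 9 miRNAs with an adjusted p under 0.05 after injury, 4 lie in a cluster on chromosome 6 that runs from Mir770 to Mir3072 in assembly GRCr8, 2 higher and 2 lower. The share of that cluster among the miRNAs tested, 72 of 373, could account for this (two-sided Fisher exact test, p = 0.0743, adjusted over 4 tests 0.297). At an unadjusted p, 15 of the 79 were members.

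Some miRNAs had few counts beside close relatives. let-7a-5p had 169 ± 26.6 counts per library (SD, n = 18) and let-7b-5p had 50680 ± 7732; miR-9a-5p and miR-124-3p averaged 0.167 and 1.94 counts. A candidate explanation is that reads of identical sequence at several loci had a low alignment quality and were not counted. In families with at least 2 loci, the arm shared by all copies would then have fewer counts than the arms that name a copy. It did in 11 of 21 families, which decides nothing, since either arm of a precursor can be the abundant one. Among the other families the shared arm could have high counts, such as a mean of 38200 for miR-128-3p and 12150 for let-7c-5p. A complete loss of such reads was therefore not general. Among the 11, however, the shared arm could be almost absent. The mean was 0.333 for miR-24-3p, beside 12680 for the arms that name a copy, and 1.72 for miR-17-5p, beside 318.8. A near-complete loss in such families stays open, as does a partial loss in others.

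Of all reads, 34.9% were counted for a miRNA here. That is lower than the value quoted from the study above. Over the reads left after those not aligned and those of too low alignment quality were removed, the share was 84.4 ± 1.00% (SD, n = 18).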
